A study of Arabidopsis thaliana with 20 samples. Its data were reported in "The TUTase URT1 connects decapping activators and prevents the accumulation of excessively deadenylated mRNAs to avoid siRNA biogenesis" (2021).

How the data were processed

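Tail length and uridylation were measured by 3′RACE-seq on total RNA from flowers of Arabidopsis thaliana, accession Col-0, grown in cycles of 16 h of light at 21 °C and 8 h of darkness at 18 °C. In this assay an adapter with a random identifier of 15 bases is ligated to the 3′ end of RNA. The 3′ ends of chosen mRNAs are then amplified by nested PCR and sequenced as read pairs on a MiSeq instrument. The authors dropped read pairs of low base quality in the identifier or next to it, kept 1 read pair per exact identifier, assigned each pair to an mRNA from the first read, and mapped the start of the tail-side read to the 3′ part of that mRNA. What followed the mapped part was taken as the tail. Reads with long tails could not be mapped exactly in this way, so in a second step the authors searched the reads that had failed to map for long stretches of Ts, read as tails of As, and then combined the results of both steps. How many reads came from each step was not analysed here. Each tail was split into a stretch of As and the nucleotides after it. Tails were also sorted by the authors into classes according to the nucleotides at their end. The build of the reference sequences used for this assay was not stated.

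The deposited table held 3457797 reads, each with its mRNA, genotype, replicate number, tail lengths in nt, tail class, identifier and read name. The deposited lengths carry no normalization. The A stretch plus the nucleotides after it equalled the whole tail in 100% of the reads. The longest tail was 91 nt, where the read ends, so 91 nt stands for any longer tail as well. A further 2 columns, which spell out the sequence of the A stretch and of the whole tail, were not used. Reads were assigned to the 20 libraries by genotype, replicate number and mRNA, since no mRNA was assayed in more than 1 dataset. Each dataset came from 1 sequencer run, as the read names show, so dataset and run are the same split here.

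The uridylation level was the percentage of an mRNA's reads whose tail was a stretch of As followed only by Us. The share of short tails was the percentage of tails of 1 to 9 nt among tails of 1 to 90 nt, and the share of oligo(A) tails was that of tails of 10 to 25 nt. The median tail length was taken over tails of 1 to 90 nt. Lengths include the As and the nucleotides after them. As the background of the uridylation measure, the percentage of reads ending in a stretch of As followed only by Gs or only by Cs was computed in the same way.

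Groups were the 2 genotypes within each dataset, with 2 libraries each. For each mRNA the log2 odds of a share, with 0.5 added to both counts, or the median in nt, were compared between urt1-1 and WT with limma (lmFit and eBayes) over the 22 mRNAs and their 4 libraries each. p-values were adjusted with the Benjamini-Hochberg method over the 22 mRNAs, with a threshold of 0.05. The study described these changes without a test, so no published test was followed. An exact permutation test of 2 against 2 libraries cannot give a two-sided p below 0.333 for a single mRNA.

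Changes averaged over the mRNAs were tested with an exact two-sided permutation test. Genotype labels were permuted within each dataset over all 7776 assignments, so the smallest p it can give is 0.000257. These 6 tests formed a family for Benjamini-Hochberg adjustment. They treat the libraries of different datasets as separate samples. The labels do not say whether libraries with the same genotype and number in different datasets were made from the same RNA. If they were, the comparison would rest on 2 against 2 samples, and an exact test could not go below 0.333.

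The relation between WT uridylation and the change in short tails was computed across mRNAs, with WT uridylation from 1 replicate number and the change from the other, averaged over both directions. Its p-values came from permutation tests with 100000 resamples. Confidence intervals of single libraries are 95% Wilson intervals. These intervals cover counting error only, since a read is not always a separate RNA molecule and libraries of the same genotype differed by more than counting error.

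The mRNAs given with full values were chosen by a rule fixed before the data were examined. They included the mRNAs with the highest and the lowest WT uridylation. AT4G38770, AT2G30570 and AT4G28240 were included because the study names them from these same data, so their values are no independent check. For each limma measure, the 3 with the largest change in the main direction were added. Also added were up to 3 that changed the other way in both same-numbered pairs of libraries. Groups, tests and most alternatives were also fixed at that point. The alternatives changed the test, the pseudocount, the definitions of uridylated reads and of the tail classes, the reads counted and the mRNAs, datasets or replicates included. A further 5 were added after the data had been seen.

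The limma test on log2 odds, with and without the replicate number as a block, and the quasi-binomial model were tried on simulated data. These were 100 simulated sets of 22 mRNAs with the depths of the real libraries and 1 replicate spread, estimated from them, for all mRNAs. Errors were drawn separately for each mRNA and library. Shifts shared by the mRNAs of a library and spreads that differ between mRNAs were thus not simulated. The rates of calls may therefore not hold for the real data. The simulation did not cover the median in nt or the other alternatives. With 6 mRNAs lowered by 1 and 6 lowered by 2 on the log2 odds scale, limma called 26.8% of the former, 80.3% of the latter and 1.50% of the 10 unchanged mRNAs. With the replicate number as a block it called 22.3%, 61.5% and 2.20%. The quasi-binomial model called 15.0%, 34.7% and 2.40%. This design replaced a first one with 11 mRNAs lowered by 1 and none by 2, in which limma called 14.1% of the changed and 0.636% of the unchanged mRNAs. The permutation test passed its threshold in 100% of the sets with the simulated changes and in 5% of those without a change. The latter rate follows from how an exact test is built, so it is no separate check. The mean estimate was -0.81 where -0.82 had been simulated.

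Gene positions and symbols were taken from the TAIR10.1 annotation, in which all 22 identifiers were found, 16 of them with a symbol. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The other assays of the study were not analysed here.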

Results

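URT1 is a terminal uridylyltransferase of Arabidopsis that adds uridines (Us) to the 3′ ends of mRNAs, and urt1-1 is a mutant line of its gene. Poly(A) tails were measured by 3′RACE-seq in flowers of wild-type (WT) and urt1-1 plants, to compare the length and the uridylation of the tails of chosen mRNAs with and without the enzyme. A read of this assay runs from the 3′ end of an RNA through its tail and shows the As and any nucleotides added after them. The study chose 22 mRNAs with differing uridylation levels, so they are no random sample of the transcriptome. They were assayed in 5 datasets, each with 2 biological replicates of WT and 2 of urt1-1, which makes 20 libraries. Dataset#1 held 3 mRNAs, Dataset#2 held 1, Dataset#3 held 12, Dataset#4 held 3 and Dataset#5 held 3. Every mRNA was therefore measured in 4 libraries. URT1 itself is not among the 22 mRNAs, so its level was not analysed here.

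The libraries held from 34446 to 597500 reads. An mRNA had from 4474 to 124723 reads in a library, with a median of 30776. Of all reads, 93.6% ended in As only, 2.01% in As followed by Us, 0.445% in As followed by Gs and 0.360% in As followed by Cs. Another 2.64% ended in mixed nucleotides, 0.876% had no tail, and 0.0199% had Us without As. Libraries of the same genotype and dataset differed by more than counting error. A chi-square of their counts per tail length, divided by its degrees of freedom, ranged from 2.90 to 15.3 where counting error alone gives values near 1.

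On the TAIR10.1 assembly, the mRNA with the highest WT uridylation, AT4G28240, lies on chromosome 4 at 13997292 to 13998604 (minus strand), with a 3′ UTR of 687 nt at 13997292 to 13997978. The mRNA with the lowest, AT2G30570 (PSBW), lies on chromosome 2 at 13019028 to 13020311 (minus strand), with a 3′ UTR of 298 nt at 13019028 to 13019325. AT4G38770 (PRP4) lies on chromosome 4 at 18096606 to 18098633 (minus strand), with a 3′ UTR of 403 nt at 18096606 to 18097008. On chromosome 1, AT1G24160 lies at 8553313 to 8556750 and AT1G29920 (CAB2) at 10474656 to 10475969, both on the minus strand. On chromosome 2, AT2G41430 (ERD15) lies at 17269158 to 17270542 and AT2G46820 (PSI-P) at 19243348 to 19245141, both on the plus strand. AT3G05880 (RCI2A) lies on the minus strand of chromosome 3 at 1755497 to 1756924. On chromosome 4, AT4G02770 (PSAD-1) lies at 1229031 to 1230164 on the minus strand, AT4G20270 (BAM3) at 10949573 to 10953113 on the plus strand and AT4G26230 at 13285737 to 13286791 on the plus strand. AT5G56010 (HSP81-3) lies on the plus strand of chromosome 5 at 22681238 to 22684252. The 3′ UTRs of AT1G29910 (CAB3) and AT1G29920 are related: 22 of the 144 words of 20 nt in that of AT1G29910 also occur in that of AT1G29920, so how well reads of these mRNAs can be separated is uncertain.

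The first comparison asked how far uridylation depends on URT1. The uridylation level, the percentage of an mRNA's reads with As followed by Us, was lower in both urt1-1 libraries than in both WT libraries for 22 of 22 mRNAs. Chance gives such a separation in this direction for 16.7% of mRNAs, or 3.67 of 22. As mRNAs of a dataset share their 4 libraries, they can separate together, here and in the counts below. An excess over 3.67 is therefore not a test. The limma test on log2 odds called 22 mRNAs lower and 0 higher at an adjusted p under 0.05, and 0 were higher at an unadjusted p under 0.05. Adjusted p ranged from 0.00112 to 0.0308, and the changes in log2 odds from -3.52 to -1.11. The median level over mRNAs was 2.51% in WT and 0.620% in urt1-1. Averaged over the 22 mRNAs, the change in log2 odds was -2.20 (exact permutation test, two-sided, p = 0.000257, the smallest possible, adjusted p = 0.000772 over 6 tests). Within Dataset#1 to Dataset#5 the mean change was -1.91, -3.52, -2.17, -2.27 and -2.07. A single dataset has 2 libraries against 2, for which an exact test cannot go below 0.333. The alternative that moved this result most was to require at least 2 Us, which gave a mean change of -3.36 and 15 calls.

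AT2G41430 had the largest change, from 3.88% ± 0.330 (SD, n = 2) in WT to 0.349% ± 0.00354 (SD, n = 2) in urt1-1, a change in log2 odds of -3.52 ± 0.34 (SE) with an adjusted p of 0.00112 in limma. AT4G02770 changed from 1.75% ± 0.338 to 0.256% ± 0.174 (SD, n = 2 each), by -2.96 in log2 odds. The level of AT4G38770 fell from 1.96% ± 0.0780 to 0.384% ± 0.0138 (SD, n = 2 each), with a change of -2.38 and an adjusted p of 0.00252 in limma. For AT2G30570 the level fell from 0.942% ± 0.188 to 0.152% ± 0.0448 (SD, n = 2 each), with a change of -2.65 and the same adjusted p.

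AT4G28240 was uridylated at 23.8% ± 0.565 in WT and at 5.05% ± 5.27 in urt1-1 (SD, n = 2 each), a change of -3.12 ± 0.89 (SE) in log2 odds with an adjusted p of 0.0145 in limma. Its urt1-1 mean rests on 1 library. Replicate 1 was at 8.77% (95% Wilson interval 8.38 to 9.19%) and replicate 2 at 1.33% (1.14 to 1.54%), while the WT replicates were at 24.2% and 23.4%. Its call was lost under 2 of 15 alternatives, 1 of which required at least 2 Us.

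**Figure D1:**
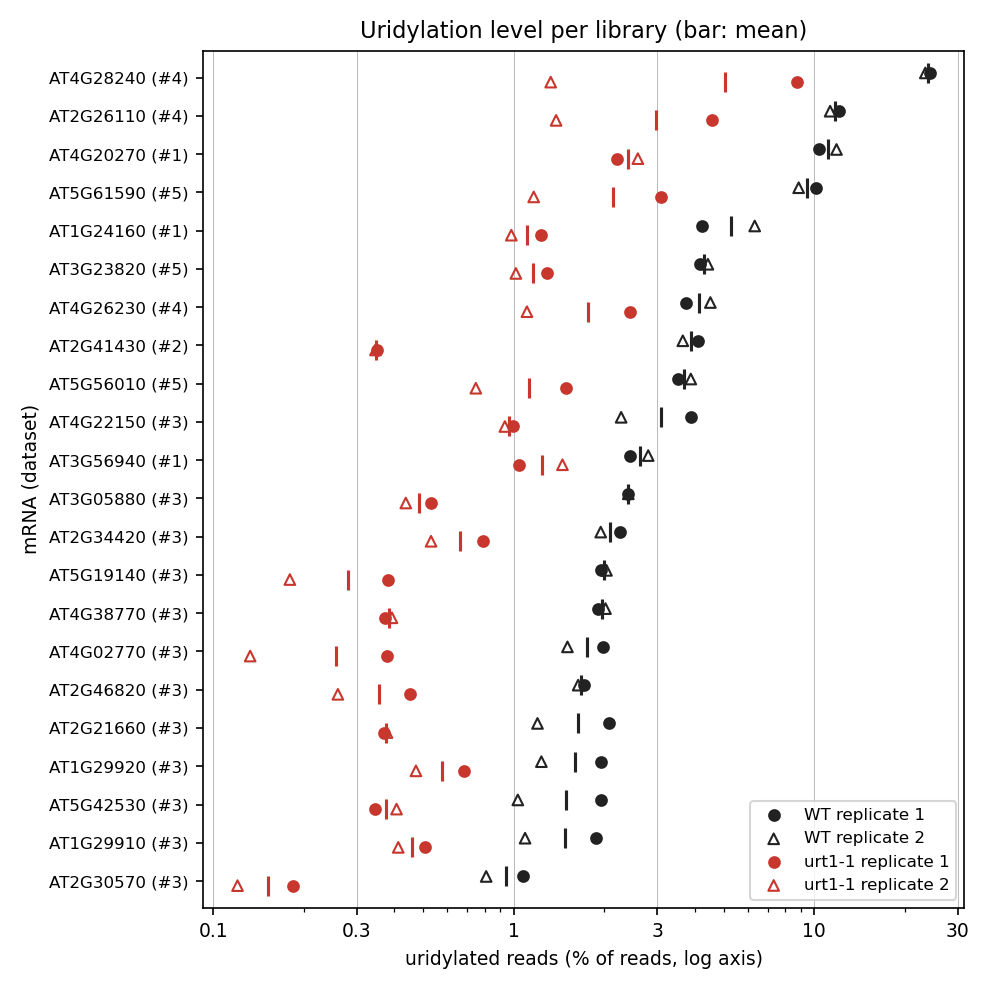
Uridylation level in percent of reads (log axis) of each of the 22 mRNAs, ordered by their WT level, with 1 point per library and a bar at the mean of the 2 libraries of a genotype. Both urt1-1 libraries lie below both WT libraries for 22 of 22 mRNAs, with AT4G28240 at 8.77% and 1.33% in urt1-1.

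Tails of As followed by Gs or Cs give the level at which nucleotides other than U are read at tail ends. Their share averaged 0.836% in WT and 0.843% in urt1-1. The mean change in log2 odds was 0.02 (exact permutation test, two-sided, p = 0.825), with 12 mRNAs up and 10 down. Within Dataset#1 to Dataset#5 the change was 0.14, 0.22, -0.15, 0.27 and 0.28, so changes in opposite directions cancel in this mean. Of the 12 mRNAs of Dataset#3, 9 were down, and of the 10 others, 9 were up. With Dataset#3 left out the change was 0.23 (exact permutation test, two-sided, p = 0.0417). With Dataset#4 or Dataset#5 left out it was -0.02. Whether the datasets differ in this change was not tested. The median share of tails ending in Gs was 0.431% in WT and 0.419% in urt1-1. Uridylation was above the share ending in Gs for 22 of 22 mRNAs in WT. In urt1-1 it was above that share for 13 mRNAs and below it for 9, of which 8 belong to Dataset#3.

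Uridylated tails in WT had few As. The share of uridylated tails with fewer than 25 As had a median of 80.1% over the 22 mRNAs, and ranged from 60.04% for AT3G56940 to 90.96% for AT4G28240. Over all tails of these mRNAs the median share was 26.9%, and uridylated tails were above all tails for 22 of 22 mRNAs. By tail length, the median uridylation level in WT was 9.87% among tails under 10 nt, 7.93% among tails of 10 to 25 nt and 0.860% among longer tails. Tails of 10 to 25 nt were above longer tails for 22 of 22 mRNAs. They had the highest level of the 3 classes in both WT libraries for 6 mRNAs, in 1 library for 10 and in neither for 6. The values for tails under 10 nt rest on 78 to 1056 tails per mRNA and library.

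The share of uridylated tails with a single U rose from a mean of 73.1% in WT to 83.1% in urt1-1, by 10.06 percentage points (exact permutation test, two-sided, p = 0.0141, adjusted p = 0.0170 over 6 tests). It was higher in 18 mRNAs and lower in 4. Within Dataset#1 to Dataset#5 the change was 22.05, 17.6, 9.22, -0.559 and 9.51 percentage points, so the mean of Dataset#4 did not rise. In that dataset the share was 59.8% and 58.9% in the WT replicates, 38.2% in urt1-1 replicate 1 and 79.4% in urt1-1 replicate 2, so its mean combines changes in opposite directions. The call was lost with Dataset#1 left out, at 8.16 points (p = 0.0725 in the exact permutation test), and with Dataset#3 left out, at 11.1 points (p = 0.0849). In Dataset#3, uridylated reads were 1.02 and 0.93 times the reads ending in Gs in urt1-1 replicates 1 and 2. The WT replicates were at 3.59 and 2.95. Single values rest on as few as 25 uridylated reads, for AT5G19140 in urt1-1 replicate 2. Whether background reads raise the share with a single U in urt1-1 was not tested.

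The next comparison asked whether tails under 10 nt accumulate without URT1. Their share was called higher in urt1-1 for 17 of 22 mRNAs and lower for 0 by limma, while 18 mRNAs were higher and 0 lower at an unadjusted p under 0.05. The mean share was higher in urt1-1 for 20 mRNAs. Both urt1-1 libraries were above both WT libraries for 18 mRNAs, where chance gives 3.67. Over the 22 mRNAs the share averaged 1.95% in WT and 5.18% in urt1-1, a gain of 3.23 percentage points (exact permutation test, two-sided, p = 0.000257, the smallest possible, adjusted p = 0.000772 over 6 tests). Within Dataset#1 to Dataset#5 the gain was 6.98, 4.41, 0.998, 7.67 and 3.56 points. The alternative that moved the count most was to include reads with no tail as short, which gave 8 calls and a mean gain of 2.63 points. In Dataset#3, tails under 10 nt and reads without a tail together changed by a mean of 0.0803 points of all reads. The change in this sum ranged from -4.03 to 2.40 over the mRNAs, so by mean the gain was largely offset there.

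The 3 largest changes in log2 odds were those of AT5G56010, AT1G29920 and AT1G24160. AT5G56010 rose from 0.482% ± 0.0219 to 3.34% ± 0.859 (SD, n = 2 each), by 2.81 ± 0.48 (SE) with an adjusted p of 1.24e-05 in limma. The SE of 0.48 was the same for all 22 mRNAs, since limma pooled their spread fully for this measure. It is thus no spread of AT5G56010 alone. The limma p-values of tails under 10 nt treat mRNAs measured in the same libraries as independent. AT1G29920 rose from 0.159% ± 0.0977 to 0.9504% ± 0.00917 (SD, n = 2 each), by 2.74, and AT1G24160 from 1.34% ± 0.195 to 7.60% ± 1.67 (SD, n = 2 each), by 2.58. AT4G28240 had 4.79% ± 0.00231 of tails under 10 nt in WT and 16.4% ± 3.13 in urt1-1 (SD, n = 2 each), a change of 1.95 with an adjusted p of 0.000607. AT2G30570 rose from 0.555% ± 0.0955 to 1.27% ± 0.247 (SD, n = 2 each), by 1.20 with an adjusted p of 0.0289 in limma. This call was lost in the quasi-binomial model and with reads without a tail included. Among the 5 mRNAs that were not called, AT4G38770 had 1.61% ± 1.17 in WT and 1.44% ± 0.142 in urt1-1 (SD, n = 2 each), with a mean change in log2 odds of 0.05. This change ranged from -0.46 with reads without a tail included to 1.47 with only tails of 5 to 9 nt counted as short, and was not called under any of the 20 alternatives. AT2G46820 went from 5.51% ± 0.496 to 4.17% ± 0.650 (SD, n = 2 each), a change of -0.43 with an adjusted p of 0.445 in limma. When only tails of 5 to 9 nt were counted as short, it took the opposite sign, at 1.01, and was called higher in limma (adjusted p = 0.0109, the lowest over its 20 alternatives, where the highest was 0.912).

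**Figure D2:**
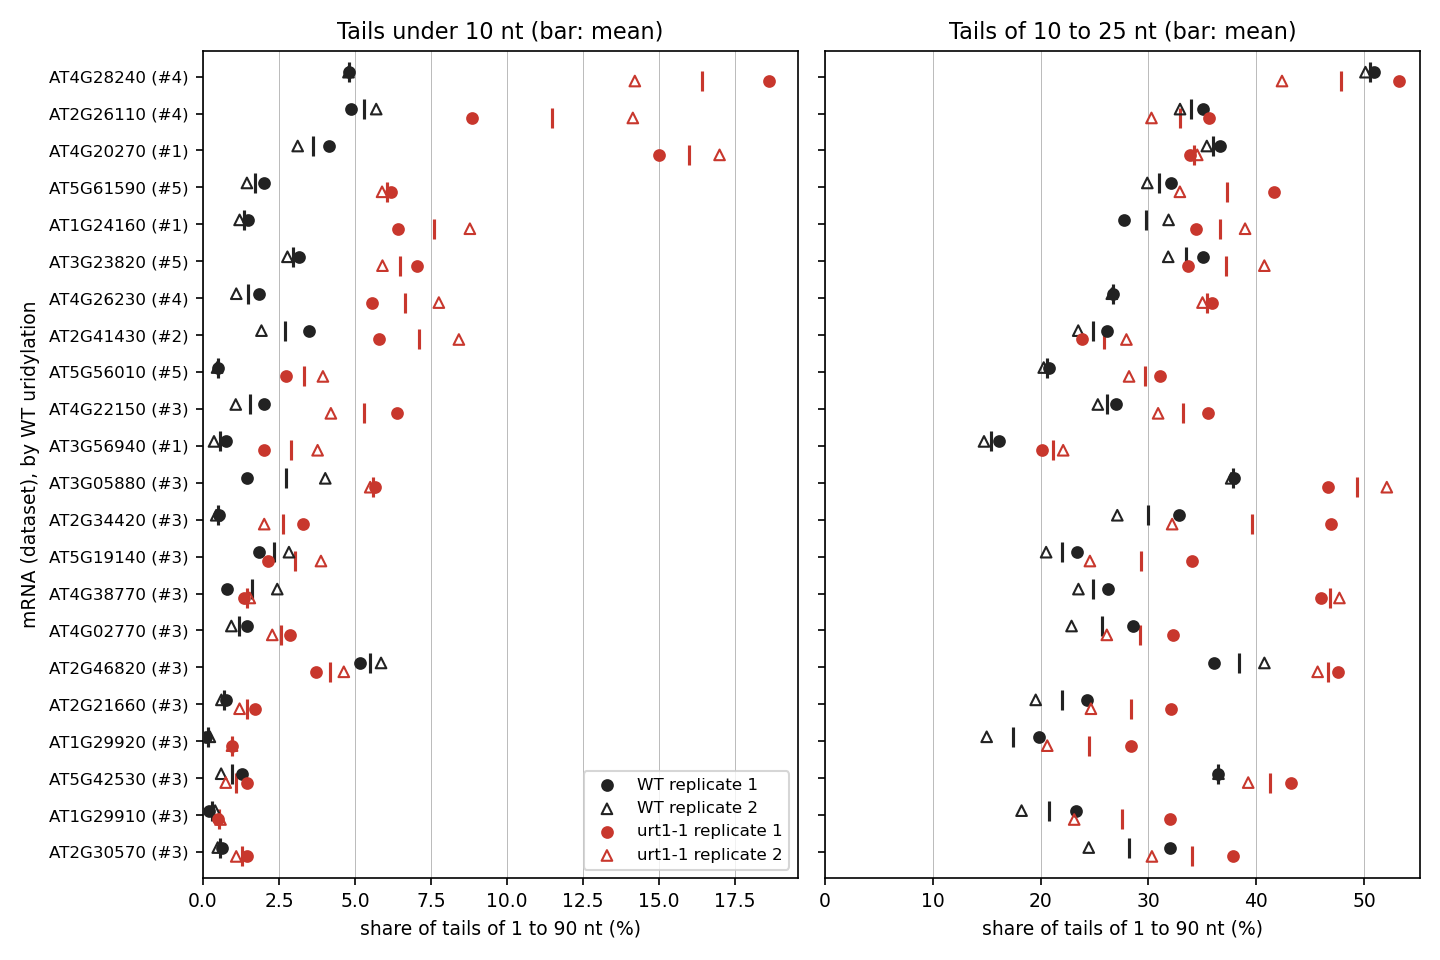
Share of tails under 10 nt and of tails of 10 to 25 nt, in percent of tails of 1 to 90 nt, for each of the 22 mRNAs, with 1 point per library and a bar at the mean of the 2 libraries of a genotype. Both urt1-1 libraries lie above both WT libraries for 18 mRNAs under 10 nt and for 13 mRNAs at 10 to 25 nt.

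Oligo(A) tails were compared to ask whether tails of 10 to 25 nt also accumulate. Their share was higher in urt1-1 by mean for 19 mRNAs, and both urt1-1 libraries were above both WT libraries for 13, where chance gives 3.67. Only 1 mRNA, AT4G38770, was called higher and 0 lower by limma, while 5 were higher at an unadjusted p under 0.05. The share averaged 28.7% in WT and 34.9% in urt1-1, a gain of 6.19 percentage points (exact permutation test, two-sided, p = 0.00334, adjusted p = 0.005015 over 6 tests). Within Dataset#1 to Dataset#5 the gain was 3.58, 1.05, 8.35, 1.67 and 6.37 points. With uridylated tails left out, 9 mRNAs were called and the mean gain was 8.38 points. This filter selects reads by uridylation, which itself differs between the genotypes. In WT a median of 7.93% of tails of 10 to 25 nt was uridylated, against 0.860% of longer tails. The filter therefore lowers the WT share of tails of 10 to 25 nt, and a larger gain under it is no separate evidence of accumulation.

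For AT4G38770 the share of tails of 10 to 25 nt rose from 24.9% ± 1.93 to 46.9% ± 1.20 (SD, n = 2 each), by 1.42 ± 0.21 (SE) in log2 odds with an adjusted p of 0.00303 in limma. This call was lost under 1 of 19 alternatives. AT5G56010 rose from 20.5% ± 0.378 to 29.6% ± 2.05 (SD, n = 2 each), by 0.70, and AT3G05880 from 37.8% ± 0.199 to 49.4% ± 3.89 (SD, n = 2 each), by 0.68. Neither was called, although both were with uridylated tails left out. AT2G30570 had 28.2% ± 5.33 in WT and 34.1% ± 5.31 in urt1-1 (SD, n = 2 each) and was not called. Its share was 32.0% in WT and 37.8% in urt1-1 for replicate 1, and 24.5% and 30.3% for replicate 2, so the genotypes overlapped although urt1-1 was higher for both numbers. AT4G28240 had 50.5% ± 0.576 in WT and 47.8% ± 7.67 in urt1-1 (SD, n = 2 each), a change of -0.16 that became 0.49 with uridylated tails left out. AT4G20270 had 36.0% ± 0.849 in WT and 34.2% ± 0.479 in urt1-1 (SD, n = 2 each), a change of -0.12 that became 0.29 with uridylated tails left out. The shares of both length classes are parts of the same tails. By mean, tails under 10 nt rose from 3.63% to 16.0% for AT4G20270 and from 4.79% to 16.4% for AT4G28240. The lower share of tails of 10 to 25 nt in these mRNAs thus went with more tails under 10 nt.

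The median length of tails of 1 to 90 nt was lower by mean in urt1-1 for 22 of 22 mRNAs, and both urt1-1 libraries were below both WT libraries for 15, where chance gives 3.67. It averaged 34.1 nt in WT and 30.3 nt in urt1-1, a change of -3.80 nt (exact permutation test, two-sided, p = 0.000514, adjusted p = 0.00103 over 6 tests). Within Dataset#1 to Dataset#5 the change was -5.67, -1.5, -3.08, -5.0 and -4.33 nt. The limma test called 4 mRNAs shorter and 0 longer, while 7 were shorter and 0 longer at an unadjusted p under 0.05. AT4G38770 went from 34.5 nt ± 0.707 to 26.5 nt ± 0.707 (SD, n = 2 each), and AT4G26230 from 38.5 nt ± 0.707 to 30.5 nt ± 0.707 (SD, n = 2 each), both by -8.0 nt with an adjusted p of 0.0183. The other called mRNAs were AT4G20270, which changed by -6.0 nt, and AT2G26110, which changed by -3.0 nt. The call of AT2G26110 rests on medians tied at whole nt and was lost when medians were interpolated. Each of the 4 calls was lost under at least 1 alternative. AT1G24160, which was called under 6 of 16 alternatives, changed by -7.0 nt (adjusted p = 0.165 in limma), AT4G28240 by -4.0 nt and AT2G30570 by -2.0 nt (adjusted p = 0.265 each in limma). For AT4G28240 the median was 23 nt in both WT libraries, 16 nt in urt1-1 replicate 1 and 22 nt in urt1-1 replicate 2. The size of its change thus rests on 1 library. The number of calls ranged from 2 to 15 across the alternatives, while the direction was kept by mean in each of them.

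**Figure D3:**
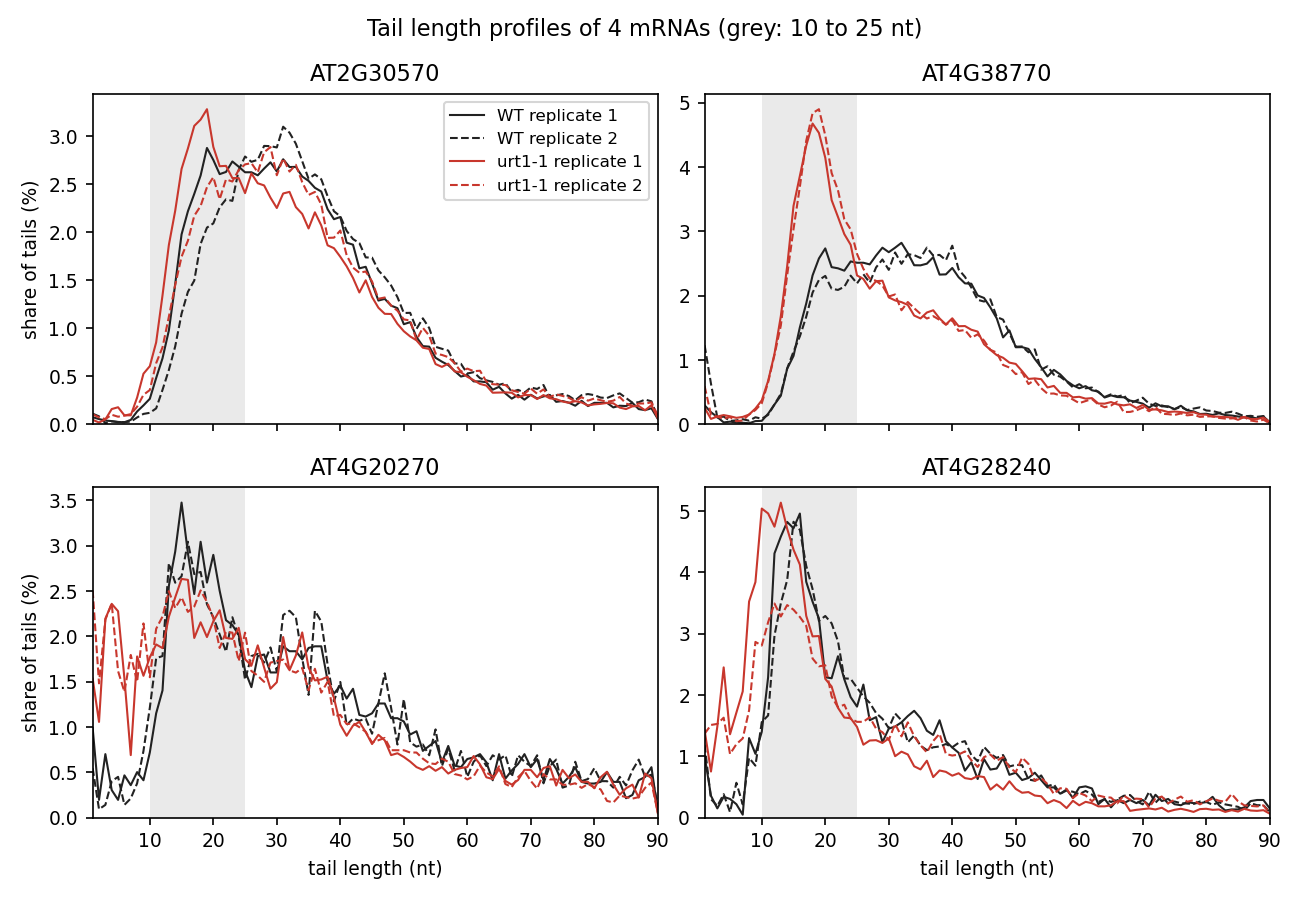
Tail length profiles of AT2G30570, AT4G38770, AT4G20270 and AT4G28240, as percent of tails at each length from 1 to 90 nt, with 1 line per library and tails of 10 to 25 nt shaded in grey. For AT4G38770 the shaded share is 24.9% in WT and 46.9% in urt1-1 by mean, and for AT4G28240 it is 50.5% and 47.8%.

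The last comparison asked whether tails under 10 nt accumulate more for mRNAs that are highly uridylated in WT. WT uridylation was taken from 1 replicate number and the gain in tails under 10 nt, in percentage points, from the other. Across the 22 mRNAs, which are not independent replicates, Spearman's rho was 0.860 and Pearson's r was 0.799 (permutation test, two-sided, p = 1e-05 each, the smallest possible, adjusted p = 2e-05 over 4 tests). Without the 2 mRNAs farthest from the median WT uridylation, AT4G28240 and AT2G26110, rho was 0.831 and r was 0.817. Within the 12 mRNAs of Dataset#3, rho was 0.598 (permutation test, p = 0.0123, adjusted p = 0.0123) and r was 0.655 (p = 0.0072, adjusted p = 0.0096). Without the 2 farthest mRNAs of Dataset#3, AT4G22150 and AT2G30570, rho was 0.582 and r was 0.652. The other datasets have too few mRNAs for a value of their own, and their 10 mRNAs together gave a rho of 0.830 and an r of 0.717. The alternative that moved this relation most was to express the gain as a change in log2 odds, which gave a rho of 0.448 (permutation test, p = 0.0171) and an r of 0.226 (p = 0.267), so that r was no longer past the threshold.

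**Figure D4:**
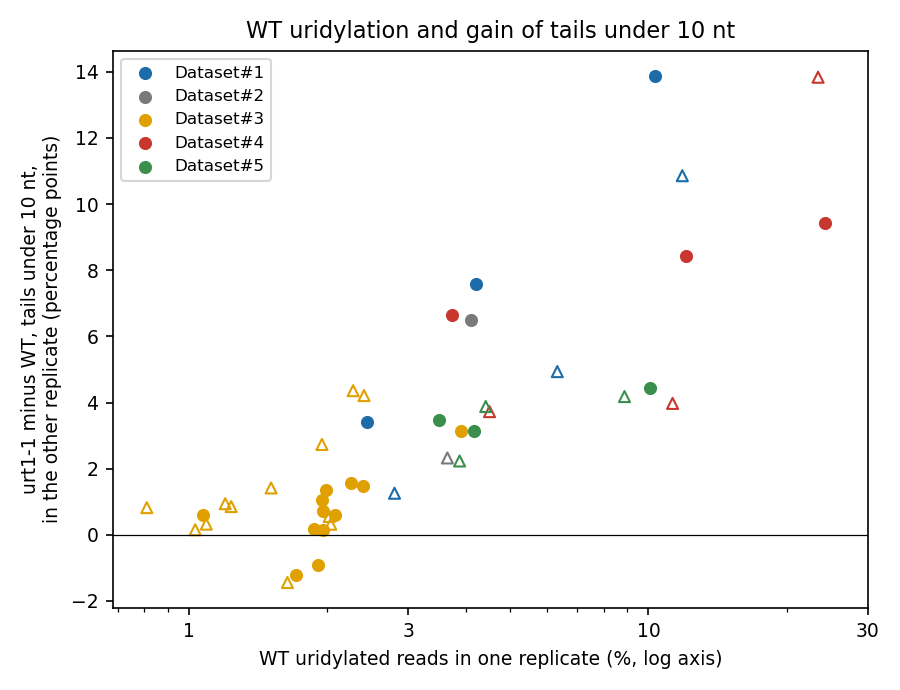
WT uridylation level in percent of reads in 1 replicate (log axis) against the gain in the share of tails under 10 nt in urt1-1 in the other replicate, in percentage points, with filled circles and open triangles for the 2 ways of pairing the replicates. Across the 22 mRNAs the mean rho of both directions is 0.860, and it is 0.598 within the 12 mRNAs of Dataset#3.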

Values the study reported

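The study selected 22 mRNAs for this assay and measured them in 2 biological replicates per genotype. It gave uridylation levels between 1 and 24% for these mRNAs.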

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

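Chosen only after the results were seen were the tests of chance identity for shared and for near-identical identifiers and the test of errors in the copies of an identifier. The others were set out earlier.

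The random identifier of a read was not part of any comparison between genotypes. Among libraries of the same run, 40968 identifiers were found in a pair of libraries where 1710.73 are expected if they are random, a ratio of 23.9. The ratio ranged from 7.03 to 229.6 over pairs of libraries. It was highest for WT replicate 2 and urt1-1 replicate 1 of Dataset#4, which shared 1399 identifiers where 6.09 are expected, while the other pairs of that run shared 186 to 344. The same pair of Dataset#5 shared 1780 where 11.1 are expected, while the other pairs shared 396 to 571. Libraries of different runs shared 3.36 times the expected number, which argues against chance identity as the whole cause, since chance would act alike within and between runs. Of the identifiers shared within a run, 83.6% were on the same mRNA in both libraries, where 22.8% is expected by chance. Among these, 48.3% had tails within 2 nt of each other, where random pairs of reads gave 8.19%. These values are consistent with reads assigned to the wrong library of their run, which needs copies of the same molecule in 2 libraries. No biological explanation was tested. Leaving such reads out kept 22 calls for uridylation and changed the calls for the median from 4 to 8.

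Within a library and mRNA, 27.0% of reads had an identifier that differed by 1 base from that of another read, where 0.253% is expected if identifiers are random. The authors kept 1 read per exact identifier, which leaves such pairs in place. The rate per pair of reads within an mRNA was 82.3 times that between mRNAs of the same library as a median over libraries, with a range of 31.3 to 201.2, which argues against chance identity. Of these pairs, 49.98% had tails within 2 nt as a median, where random pairs gave 8.603%. This is consistent with errors in the copies of an identifier, by which some molecules were counted more than once. Merging such reads left 2870307 of 3457797. The counts behind intervals and tests may therefore be too high, and single-linkage merging could also join separate molecules. No biological explanation was tested.

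Reads with mixed nucleotides at their end were not part of any comparison either. Their share was 3.02% in WT and 3.61% in urt1-1, a mean change of 0.592 percentage points (exact permutation test, two-sided, p = 0.000257, the smallest possible, not adjusted), with a rise in 20 of 22 mRNAs. At a common distribution of tail lengths the change was 0.470 points, which argues against the shift toward shorter tails as the whole cause. With near-identical identifiers merged the change was 0.705 points, which argues against few molecules counted many times as the whole cause. The share did not rise at all lengths. Among tails of 1 to 9 nt it was 6.98% in WT and 5.80% in urt1-1. It rose from 3.06% to 3.53% at 10 to 25 nt and from 2.42% to 3.19% at 26 to 50 nt. At 51 to 90 nt it rose from 1.36% to 1.57%. A difference between the genotypes stays open and was not tested further, as do explanations for which no test was made. The within-dataset changes were 1.12, 0.135, 0.329, 1.16 and 0.701 points from Dataset#1 to Dataset#5. In Dataset#4, AT4G28240 was at 8.53% in urt1-1 replicate 1 and at 4.05% in urt1-1 replicate 2. Its WT replicates were at 4.69% and 4.37%. For AT2G26110 and AT4G26230 both urt1-1 libraries were above both WT libraries. The size of the Dataset#4 change thus rests in large part on 1 library.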

How the results depend on the processing

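Chosen after seeing the data were the alternatives that merge near-identical identifiers, leave out reads with an identifier shared in the run, keep only tails of As or of As and Us, leave out reads of 91 nt, and interpolate the median. How reads without a tail were counted in the alternative of 0 to 90 nt was also settled after their shares had been seen.

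The mean changes in uridylation, in tails under 10 nt, in tails of 10 to 25 nt and in median length kept their direction and stayed past the threshold under all alternatives run with both replicates. Their ranges were -3.36 to -1.99 in log2 odds, 2.28 to 5.90 points, 3.59 to 8.38 points and -4.65 to -2.91 nt. The relation of WT uridylation to the gain in tails under 10 nt kept a rho between 0.448 and 0.901, while r on the log2 odds scale, at 0.226, did not pass its threshold.

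Counts of called mRNAs moved more. With Dataset#3 left out only 10 mRNAs are tested, of which 10 were called for uridylation, 10 for tails under 10 nt and 3 for tails of 10 to 25 nt, where the 22 mRNAs gave 22, 17 and 1. With reads without a tail counted as short, 8 mRNAs were called for tails under 10 nt. With uridylated tails left out, 9 were called for tails of 10 to 25 nt and 15 for the median, against 4 as reported. This filter removes more reads in WT than in urt1-1, mostly reads with few As, so it can raise both counts by itself. The median gave 12 calls for tails of 1 to 60 nt, 2 with near-identical identifiers merged and 8 without identifiers shared in the run. Apart from the number of mRNAs tested, the cause was not tested.

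The change in single-U tails was 8.16 points (exact permutation test, two-sided, p = 0.0725) with Dataset#1 left out and 11.1 points (p = 0.0849) with Dataset#3 left out. Each leaves fewer datasets to permute. The change in tails ending in G or C, at 0.02, became -0.00061 with near-identical identifiers merged, -0.00020 with at least 10000 reads in each library, -0.018 with Dataset#4 left out and -0.019 with Dataset#5 left out. It was 0.23 (exact permutation test, two-sided, p = 0.0417) with Dataset#3 left out. The WT share of uridylated tails with fewer than 25 As was 73.9% with near-identical identifiers merged and 85.6% with Dataset#3 left out, against 80.1%. The number of mRNAs with the highest level at 10 to 25 nt in both WT libraries fell from 6 to 3 with near-identical identifiers merged. The cause was not tested.

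Among the mRNAs given by name, the change in tails under 10 nt became -0.46 for AT4G38770 with reads without a tail included and 1.01 for AT2G46820 with tails of 5 to 9 nt. The change in tails of 10 to 25 nt became 0.49 for AT4G28240 and 0.29 for AT4G20270 with uridylated tails left out, and 0.012 for AT4G20270 with near-identical identifiers merged. Another 13 values for named mRNAs passed the threshold where the reported one did not, 7 no longer passed it, and 475 kept direction and side. The cause was not tested.

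Across the 4 fits that each left out 1 replicate, the mean change in uridylation ranged from -2.51 to -1.89, that in tails under 10 nt from 3.03 to 3.43 points, that in tails of 10 to 25 nt from 4.47 to 7.90 points and that in the median from -4.30 to -3.30 nt. The change in single-U tails ranged from 5.89 points without urt1-1 replicate 2 to 14.2 points without urt1-1 replicate 1. The change in tails ending in G or C ranged from -0.04 to 0.09. With a single WT replicate, the share with fewer than 25 As ranged from 79.2 to 83.2%, and 10 to 12 mRNAs had the highest level at 10 to 25 nt. Uridylation was lower for 22 of 22 mRNAs in each of these fits. Tails under 10 nt were higher for 19 or 20 mRNAs, and AT4G38770, AT5G19140 and AT5G42530 changed direction in some of them. Tails of 10 to 25 nt were higher for 18 to 20 mRNAs, and AT2G26110, AT2G41430 and AT4G28240 changed direction in some fits. The median was lower for 22 of 22 mRNAs, except without WT replicate 2, where 21 were lower and 1 was unchanged.

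The labels state no pairing of libraries with the same number. With the replicate number as a block, limma called 17 mRNAs for uridylation, 18 for tails under 10 nt, 0 for tails of 10 to 25 nt (11 at an unadjusted p under 0.05) and 4 for the median, of which 1 is among the 4 reported. For the median, AT2G26110 was called in both fits, the calls of AT4G20270, AT4G26230 and AT4G38770 were lost, and AT1G24160, AT1G29920 and AT2G30570 were called with the block alone. The calls of AT4G28240 for uridylation and of AT4G38770 for tails of 10 to 25 nt were lost as well. The correlation of the replicate differences in WT and urt1-1 across mRNAs was -0.14 for uridylation, 0.18 for tails under 10 nt, 0.53 for tails of 10 to 25 nt and 0.21 for the median. Within the 12 mRNAs of Dataset#3 it was -0.40, 0.71, 0.65 and 0.46 in the same order. The correlation leaves out a shift common to the mRNAs, and uridylation in Dataset#3 was higher in replicate 1 for 9 of 12 mRNAs in WT and for 9 in urt1-1. As biological replicates in this study were raised at separate times, the number may mark a growth batch shared by both genotypes, which the labels do not state.

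Counting 1 read per identifier removed 0 reads and so tests nothing. The alternative on 3′ end positions was not run. No value came from leaving out a replicate for the counts of calls and for the relation. Depth limits the WT levels of tails under 10 nt, which rest on as few as 78 tails.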

Other observations

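Chosen only after the results were seen were the tests of mixed WT RNA, all tests on Dataset#5, the split by dataset of the test of tail length and the test of reads without a tail. In addition, how the test of starting shares was judged was tightened after its value had been seen.

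In Dataset#4 the uridylation level of urt1-1 replicate 1 was above that of replicate 2 for 3 of 3 mRNAs, with a mean log2 ratio of 1.86. Without reads whose identifier occurs in another library of the run, the ratio was 1.87. This step reaches only reads with a copy seen in another library. Among tails ending in G or C it was -0.060, which argues against a general fault of read or ligation quality at the 3′ end. With near-identical identifiers merged it was 1.82, which argues against few molecules counted many times. Mixing in of WT RNA would need a WT share of 31.0% by AT2G26110, 44.0% by AT4G26230 and 33.2% by AT4G28240. These shares lie 13.0 percentage points apart, which decides nothing by itself, since only counting error is known for such a share. The number of Us gives a further value. In replicate 1, 38.2% of uridylated tails had a single U, against 79.4% in replicate 2 and 59.8% and 58.9% in the WT replicates, and it was the lowest of the 4 libraries for 3 of 3 mRNAs. A mixture of replicate 2 with these WT libraries would lie between them, whether it came from RNA or from carried-over reads, so this argues against either as the whole cause. Tails with at least 3 Us made up 2.07% of reads in replicate 1, 0.0712% in replicate 2, and 0.997% and 0.730% in the WT replicates. WT material as a part of the difference stays open. RNA from another source may be present, but it was not tested, and no biological explanation was tested.

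In Dataset#5 urt1-1 replicate 1 was also above replicate 2 for 3 of 3 mRNAs, with a mean log2 ratio of 0.92. The ratio was -0.13 among tails ending in G or C and 0.87 with near-identical identifiers merged, which argues against a general fault of quality at the 3′ end and against few molecules counted many times. Without reads whose identifier occurs in another library of the run it was 0.94. This step reaches only reads with a copy seen in another library. By mean over the 3 mRNAs, 65.5% of uridylated tails had a single U in replicate 1, against 83.9% in replicate 2 and 64.4% and 65.98% in the WT replicates. The mRNAs differed, and for AT5G61590 replicate 1 was at 48.2%, below the other 3 libraries. The tails with 2 Us in replicate 1 allow a WT share of at most 8.18% for AT3G23820, 16.6% for AT5G56010 and 42.1% for AT5G61590. At these shares, WT material and the level of replicate 2 together would bring at most 61.4%, 32.9% and 34.4% of the tails with at least 3 Us (upper limits from counting error 92.6%, 48.4% and 42.6%). This argues against mixed-in WT RNA and against reads carried over from WT as the whole cause, while either as a part of it stays open, as does a difference between the replicates themselves. In Dataset#3 the ratio was 0.45 in urt1-1 and 0.41 in WT, and in Dataset#1 it was -0.13 in urt1-1. No biological explanation was tested.

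Merging near-identical identifiers lowered the WT uridylation level of 22 of 22 mRNAs, with a mean log2 ratio of -0.30. The mean ratio was -0.10 in urt1-1. The largest fall in WT was that of AT4G20270, from 11.1% to 7.14%. Shorter tails of uridylated reads, which might be copied more often, would leave little change among tails of similar length. For the 16 mRNAs of Dataset#1 to Dataset#3 the mean log2 ratio was -0.31 among tails of 10 to 25 nt and -0.34 over all tails, which argues against tail length as the whole cause there. For the 6 mRNAs of Dataset#4 and Dataset#5 it was -0.027 among tails of 10 to 25 nt and -0.18 over all tails, which is consistent with an effect of tail length. AT5G61590 was the exception, with -0.18 among tails of 10 to 25 nt. Levels of uridylation per read may thus be somewhat above levels per molecule. For Dataset#1 to Dataset#3 the cause was not found, and no biological explanation was tested.

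WT uridylation was related to the gain in tails under 10 nt. A higher starting share of short tails in highly uridylated mRNAs might give a larger gain in percentage points at an equal relative change. On the log2 odds scale, Spearman's rho was 0.448 (permutation test, two-sided, p = 0.0171) and Pearson's r was 0.226 (p = 0.267). As only the former passed 0.05, a part played by the starting share and a larger relative gain in highly uridylated mRNAs cannot be told apart.

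Reads without a tail were fewer in urt1-1 for 12 of 12 mRNAs of Dataset#3, at 0.555% against 1.45% in WT, and without overlap between the genotypes for 10. Over the 5 datasets the mean change was -0.535 percentage points (exact permutation test, two-sided, p = 0.112), with a rise in Dataset#1 and Dataset#2. A candidate explanation is that reads without a tail in WT and short tails in urt1-1 are the same class of ends, split differently. By mean over these 12 mRNAs, reads without a tail changed by -0.899 points and the summed share of both classes by 0.0803 points. The summed share moved by more than the SD of the replicates for 6 of 12 mRNAs, up for 5 and down for 1. This explanation and a separate change of each class therefore cannot be told apart. A difference between the genotypes stays open.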
